A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient Arabidopsis inflorescence" (2023).

How the data were processed

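mRNA-seq libraries of Arabidopsis thaliana seedlings were compared between the Col-0 wild type and the ndx1-4 mutant, which carries a T-DNA insertion in the gene NODULIN HOMEOBOX (NDX). Seedlings were 10 days old, and each genotype had 2 libraries. Per the labels, libraries were made with an Illumina TruSeq kit and sequenced as short single-end reads on a MiSeq instrument. Groups and replicate numbers were taken from the sample titles.

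The authors quantified reads with Salmon, with GC bias correction, against Araport11 transcripts for genes and against Araport11 transposable elements, keeping duplicate sequences for the elements. The authors tested ndx1-4 against Col-0 with DESeq2 and adjusted p-values by independent hypothesis weighting, with a threshold of 0.01 for genes and 0.05 for elements. The deposited values used here are FPKM per library, the log2 fold change and the adjusted p-value. The deposited gene FPKM were rounded to a step of 0.01 and used a comma as digit separator in large values, which was removed. The largest adjusted p-value in the deposited gene table was 0.01 after rounding, and 0.0493 in that of elements, so both tables hold features the authors called and no background set. The study's growth protocol describes inflorescence plants, and growth conditions of the seedlings are not given in the sources used here.

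All 1984 gene identifiers were found in the RefSeq annotation of the TAIR10.1 assembly, and all 1984 had the same chromosome, start and end there, so its gene symbols, exons and positions were used with the TAIR10 coordinates of the files. The sign of the log2 fold change in the authors' deposited table was compared with the ratio of mean FPKM for the 1936 genes with both means above 0. The signs matched in 1936, and the median absolute difference was 0.00051.

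The planned test was a count model. The files used here hold FPKM, so the planned fallback was applied: limma 3.58.1 (R 4.3.3) with a variance trend on log2(FPKM + 1), all 4 libraries, no covariates, and Benjamini-Hochberg adjustment within each table, at 0.01 for genes and 0.05 for elements. Log2 differences from limma are on the log2(FPKM + 1) scale, which understates the change of low genes. The features had been chosen on the same libraries, so this is a recheck of the authors' lists and not independent evidence. Adjustment within the lists alone is lenient for the same reason. On simulated genes of the same spread (1984 genes, 200 changed), 61.2% of changes of 1.5-fold, 86.6% of 2-fold and 98.5% of 4-fold were recovered, with 1 false call among 1784 unchanged genes. On 49 simulated elements, 58.3% of 4-fold changes were recovered with 0 false calls among 37.

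An exact permutation test of a single gene cannot go below p = 0.333 (two-sided) with 2 libraries per genotype, so none was used. Position near the centromere was compared by Fisher's exact test, two-sided (SciPy 1.17.1). The centre of the most gene-poor 1 Mb window of each chromosome, moved in steps of 100 kb, stood in for the centromere, because centromere positions were not given in the sources used here. A gene counted as overlapping an element when it shared at least 1 base with a listed element or when its annotated product was named a transposase or transposon. The match was limited to product names after a looser match on all annotation text had also returned a gene with only a functional note on transposons.

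Named genes followed a rule set before the data were examined: NDX, then FLC, VAL1, RING1A, RING1B, ABI3, ABI4 and ABI5 where listed, then the 5 genes with the largest positive and the 5 with the largest negative limma differences among those past the threshold and separated in every pair of libraries, then 3 elements each way. Its minimum read counts could not be applied to FPKM and were left out, so genes of low read support can enter. Of the study genes besides NDX, FLC is in the gene list; VAL1, RING1A, RING1B, ABI3, ABI4 and ABI5 are not in it and were not analysed here. Gene lists for seed storage and oil body proteins, late embryogenesis abundant proteins, phosphate starvation, sulphate starvation, heat shock proteins, floral MADS-box genes and the FLC clade were written from general knowledge after the values had been seen. Families of heat shock, late embryogenesis abundant and seed storage or oil body proteins were also taken by annotated product name, likewise after the values had been seen.

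Read depth per library is unknown. Low FPKM values of single-transcript genes were searched for steps of whole reads, over read depths and length offsets chosen after the values had been seen, and scored against 100 shuffles of gene length per library. The best score exceeded all 100 shuffles in Col-0 replicate 1, but 32 shuffles scored as high in Col-0 replicate 2, 57 in ndx1-4 replicate 1 and 91 in ndx1-4 replicate 2. No usable depth was taken from this search, and no counting interval is given.

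Alternatives were another pseudocount (0.1), a minimum mean of 1 FPKM, a replicate block, each library left out in turn, other thresholds, a fold minimum, and adjustment over the 38095 annotated genes. Median-ratio scaling, limma without the trend and FPKM minimums on the authors' lists were added after the data had been seen. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.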

Results

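Transcript levels were measured by mRNA-seq in seedlings of the Col-0 wild type and of the ndx1-4 mutant, with 2 libraries per genotype. NDX is a plant homeobox protein that has been linked to gene repression and to heterochromatin, and the comparison asks which genes and transposable elements change when it is disrupted. The values are FPKM, read abundance scaled to feature length and sequencing amount, for features the authors had called. Genes and elements were quantified against separate references, so FPKM of an element and of a gene cannot be compared. In Col-0 replicate 1 the 49 listed elements summed to 2407525 FPKM and the 1984 listed genes to 283844. Read depth per library is unknown. Over the 1478 listed genes with a mean of at least 10 FPKM, the median absolute log2 difference between replicates was 0.04 in Col-0 and 0.05 in ndx1-4. For the 139 of them that changed at least 2-fold it was 0.08 in Col-0 and 0.10 in ndx1-4. Genes called from the same libraries favour close replicates, so these values do not describe all genes.

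NDX itself (AT4G03090, TAIR10 chromosome 4, 1366053 to 1371557, minus strand) was examined first, since it checks the labels. Its level was 5.08 and 4.96 FPKM in the Col-0 libraries and 0.98 and 1.00 FPKM in the ndx1-4 libraries. The means were 5.02 ± 0.0849 FPKM (SD, n = 2) and 0.99 ± 0.0141 FPKM (SD, n = 2), so that the ndx1-4 mean was 19.7% of the Col-0 mean. FPKM pool the reads of a whole gene, so which part of NDX the remaining reads cover is unknown. They do not show that intact NDX transcript remains. The limma difference was -1.60 ± 0.10 (SE) on the log2(FPKM + 1) scale, with an adjusted p of 4.76e-06. The alternative that moved it most was the pseudocount of 0.1, with a difference of -2.23. FLC (AT5G10140, chromosome 5, 3173382 to 3179448, minus strand), a repressor of flowering, had higher FPKM in ndx1-4. The study describes COOLAIR, antisense transcripts of FLC, and a model in which NDX represses them. The strand of reads was not examined here, so a share of antisense reads is not excluded. FLC measured 3.77 and 5.85 FPKM in Col-0 and 12.46 and 12.33 FPKM in ndx1-4. Its limma difference was 1.23 ± 0.16 (SE), adjusted p 0.000157. With either ndx1-4 library left out it was no longer past the threshold, with adjusted p of 0.0354 and 0.0359.

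**Figure D1:**
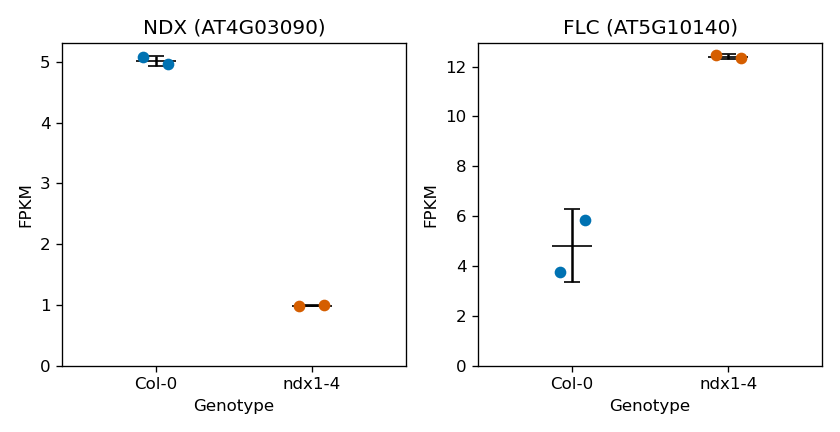
FPKM of NDX and FLC (vertical axes, linear, from 0) in each genotype (horizontal axes). Coloured points are single libraries, and black bars are the mean with SD of 2 libraries; NDX lies near 5 FPKM in Col-0 and near 1 FPKM in ndx1-4, while both FLC values of ndx1-4 lie above both of Col-0.

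The authors' deposited table lists 1984 genes, 864 higher and 1120 lower in ndx1-4. By annotation 1956 are protein coding and 28 are noncoding. The 2 genotypes did not overlap in 1983 of them, where chance alone gives 33.3% of unselected genes. Most changes were small: 1165 genes (58.7%) changed by less than 1.5-fold in the authors' deposited table, 438 higher and 727 lower. The excess of lower genes lay in this class. Of the genes that changed by at least 1.5-fold in the authors' deposited table, 426 were higher and 393 lower, and at 8-fold or more there were 92 in each direction.

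**Figure D2:**
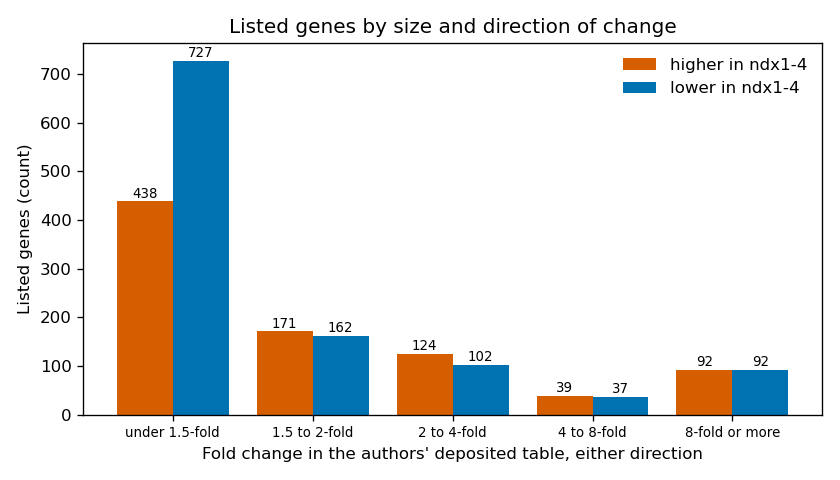
Number of listed genes (vertical axis, from 0) by size of the fold change in the authors' deposited table (horizontal axis), with orange bars for genes higher and blue bars for genes lower in ndx1-4. Lower genes outnumber higher ones, 727 to 438, only in the class under 1.5-fold.

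In the limma recheck 1963 of the 1984 genes passed an adjusted p of 0.01, 853 higher and 1110 lower. Adjusted over all 38095 annotated genes, with unlisted genes counted as not significant, 1387 passed, 614 higher and 773 lower. The count fell furthest when a fold change of at least 1.5 was also required, to 762 genes, 386 higher and 376 lower. Leaving out a library gave 773 to 815 genes. After median-ratio scaling over the listed genes, 1481 genes passed, 869 higher and 612 lower, a share higher of 58.7% against 43.5%. That scaling is computed on the called genes and centres them, which itself sets the balance of directions.

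Among the genes with the largest increases, AT1G64795 (chromosome 1, 24082579 to 24082848) measured 21.22 and 0 FPKM in Col-0 and 2341.88 and 2261.38 FPKM in ndx1-4, with a limma difference of 8.93 ± 1.16 (SE) and an adjusted p of 0.000175. The size of this difference rests on the Col-0 libraries, being 11.17 without Col-0 replicate 1 and 6.70 without Col-0 replicate 2. Its adjusted p was 0.0468 with either ndx1-4 library left out, where the difference was 8.91 and 8.96. AT3G11165 (chromosome 3, 3497806 to 3499090) was listed at 0 in both Col-0 libraries and measured 39.13 and 40.83 FPKM in ndx1-4, adjusted p 1.26e-08. The neighbouring AT3G11160 (chromosome 3, 3496035 to 3497163) measured 0.1 and 0 FPKM in Col-0 and 27.36 and 23.91 FPKM in ndx1-4. AT4G08263 (chromosome 4, 5211604 to 5212137) was listed at 0 in both Col-0 libraries and measured 19.92 and 23.33 FPKM in ndx1-4. AT4G18900 (chromosome 4, 10356465 to 10359169) measured 0.12 and 0.11 FPKM in Col-0 and 20.51 and 21.17 FPKM in ndx1-4.

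The largest decreases included seed storage genes. SESA3 (AT4G27160, chromosome 4, 13611796 to 13612563) measured 256.45 and 272 FPKM in Col-0 and 1.51 and 0.75 FPKM in ndx1-4, a limma difference of -6.98 ± 0.15 (SE) with an adjusted p of 2.47e-08. SESA1 (AT4G27140, chromosome 4, 13607329 to 13608031) fell from 72.05 and 70.91 FPKM to 1 and 1.4 FPKM. Both belong to a family of related neighbouring genes, so the split of reads between them is uncertain. CRU2 (AT1G03880, chromosome 1, 985751 to 988146) measured 70.28 and 74.72 FPKM in Col-0 and 0.06 in each ndx1-4 library. AT1G47540 (chromosome 1, 17455533 to 17456186) measured 57.94 and 69.36 FPKM in Col-0 and 0.2 and 0 FPKM in ndx1-4. BAM5 (AT4G15210, chromosome 4, 8666334 to 8669526) measured 42.33 and 40.81 FPKM in Col-0 and 0.25 and 0.18 FPKM in ndx1-4.

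NDX has been linked to pericentromeric heterochromatin, so the positions of higher and lower genes were compared. Within 3 Mb of the gene-poor centre of their chromosome lay 73 of 864 higher genes (8.45%) and 104 of 1120 lower genes (9.29%). The odds ratio was 0.902, and Fisher's exact test, two-sided, gave p = 0.526. The ratio changed side with the distance, to 1.273 at 2 Mb (p = 0.337, exact) and 1.096 at 5 Mb (p = 0.396, exact), so no difference in position was detected.

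The authors' deposited table of transposable elements lists 49, 28 higher and 21 lower in ndx1-4. In the limma recheck, adjusted within the 49 listed elements alone, 47 passed an adjusted p of 0.05, 28 higher and 19 lower. The exceptions were AT2TE20940 and AT1TE22850, named after their values were seen. AT2TE20940, an ATHILA3 element (chromosome 2, 5092513 to 5097934), rests on 1 library: it measured 5465 and 56.0 FPKM in Col-0 and 24.4 and 20.4 FPKM in ndx1-4. Leaving out a library gave 31 to 36 elements past the threshold.

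Elements were ranked by limma difference. Of the largest increases, AT3TE14700 (TSCL family, chromosome 3, 3497420 to 3497753) was listed at 0 in both Col-0 libraries. It measured 1982 and 2188 FPKM in ndx1-4, with a limma adjusted p of 5.81e-05. It lies outside annotated genes, between AT3G11160 and AT3G11165, whose FPKM are not on the same scale. AT4TE20765 (ATENSPM6, chromosome 4, 4974449 to 4974777), in an exon of AT4G08090, was listed at 0 in both Col-0 libraries and measured 1713 and 1682 FPKM in ndx1-4. AT4TE19970 (HARBINGER, chromosome 4, 4792078 to 4792849) measured 45.2 and 0 FPKM in Col-0 and 753 and 1218 FPKM in ndx1-4. Its limma difference of 7.14 was 9.90 without Col-0 replicate 1 and 4.37 without Col-0 replicate 2. It was near the threshold, with an adjusted p of 0.0469, and lost it under several settings. Its adjusted p was 0.183 without ndx1-4 replicate 1, 0.211 without ndx1-4 replicate 2, 0.0863 with a pseudocount of 0.1 and 0.0643 after median-ratio scaling. On this scale an element listed at 0 in a genotype ranks by its level in the other. The authors' log2 fold changes rank elements differently. The lowest there were AT2TE09380 (-7.13), in an exon of AT2G05580, and AT5TE35230 (-7.03), in an exon of AT5G27500. The 3 largest decreases by limma difference were listed at 0 in both ndx1-4 libraries and lie outside annotated genes. AT1TE42875 (ATSINE2A, chromosome 1, 13127113 to 13128014) measured 3335 and 5974 FPKM in Col-0. AT4TE46300 (ATREP16, chromosome 4, 10171522 to 10171823) measured 2464 and 3896 FPKM there, and AT5TE36470 (ATCOPIA95, chromosome 5, 10018689 to 10019252) 897 and 723 FPKM.

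By annotation 44 of the 49 elements overlap an exon and 5 lie between genes. Listed genes overlapping a listed element numbered 15, 8 higher and 7 lower in ndx1-4, and 1 further gene, AT1G49920, is annotated as a transposase, for 16 in all. In all 15 overlapping elements the authors' deposited table gives the element and the gene the same direction. Reads over a shared exon can be counted for both, so these are not separate measurements.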

Values the study reported

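The study tested 31987 genes, coding and noncoding, and 34856 elements. In inflorescence, a different tissue from the seedlings measured here, it reported 269 genes higher and 145 lower in the mutant, and 33 elements higher and 12 lower. It found 7 higher and 3 lower genes overlapping changed elements. Of the genes changed in inflorescence, 200 were also changed in seedlings.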

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

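Median-ratio scaling over the listed features, limma without the variance trend, and the FPKM minimums on the authors' lists were tests chosen after the data had been seen; the other settings were planned. Not run were DESeq2, edgeR with TMM factors, DESeq2 size factors and filters on read counts, because the values are FPKM, and an adjustment over all elements, because the annotation used here holds none. The minimum of 1 FPKM removed 0 of the 49 elements and so tests nothing there.

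With a library left out, where the lone library is assumed to vary like the other genotype, 773 to 815 genes passed, 336 to 378 higher and 422 to 469 lower. The fewest, 773, came without ndx1-4 replicate 2; without ndx1-4 replicate 1 it was 812, without Col-0 replicate 1 800 and without Col-0 replicate 2 815. No gene called with all libraries changed sign in these fits. For elements 31 to 36 passed, 16 to 23 higher and 13 to 17 lower, with the total lowest without ndx1-4 replicate 1 (31) and higher elements at 18 without ndx1-4 replicate 2. Fewer samples explain part of the loss, since the model then has less information.

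Adjustment over all annotated genes left 1387 genes, 614 higher and 773 lower, and limma without the trend 1735, 751 higher and 984 lower. A fold change of at least 1.5 left 762 genes, 386 higher and 376 lower. In the authors' deposited table that limit left 426 higher and 393 lower genes, a limit of 2 left 255 and 231, and an adjusted p under 0.001 left 547 higher and 841 lower, so the share higher was 52% and 52.5% under the fold limits and 39.4% under the stricter p, against 43.5% in the whole list. For elements an adjusted p under 0.001 left 12 higher and 7 lower. These limits remove features by construction.

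Median-ratio scaling divided gene values by 1.07 in both Col-0 libraries and 0.94 in both ndx1-4 libraries. Element factors went the opposite way, 0.80 and 0.83 in Col-0 and 1.18 and 1.23 in ndx1-4, so the tables were shifted in contrary directions. For genes it gave 612 lower genes against 1110, and 869 higher against 853, so that 58.7% were higher in place of 43.5%; 100 of the genes called before changed sign. For elements it gave 18 higher and 22 lower, 45% higher in place of 59.6%, and 4 changed sign. This scaling centres a list that holds only called features, so the balance of directions after it is set by the centring and shows nothing on which scaling is right. For genes, log2 ratios of mean FPKM differed from the authors' log2 fold changes by a median of 0.00051. The gene FPKM thus already carry nearly the scaling between genotypes of the authors' test, and median-ratio scaling was applied on top of it.

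The odds ratio for position near the centromere reversed from 0.902 to 1.273 at 2 Mb and 1.096 at 5 Mb, with no p under the threshold at any distance; the cause was not tested. Requiring the limma threshold gave 0.911.

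Replicate numbers did not pair the libraries: the correlation of replicate deviations was 0.02 over genes and -0.04 over elements. With a replicate block 1958 genes and 45 elements passed, 1953 and 44 of them shared with the fit without it, and NDX differed by -1.60.

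NDX kept its direction and threshold under all settings run, from -2.23 to -1.47. For the other named genes and elements, 156 settings kept the call and 8 lost it, in FLC, AT1G64795 and AT4TE19970, and none reversed. The 156 include the minimum of 1 FPKM for the named elements, which repeats the main fit and tests nothing there. Without depth, a level of 0 cannot be given a limit.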

Other observations

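All tests in this part were chosen after the results had been seen, and the gene lists were written after the values had been seen. The lists leave out related listed genes, so their counts of direction are not tests, and no p-value is given for them. Where the annotation names a family, all listed genes with that product name were counted as well. Counts of direction were the same after median-ratio scaling.

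Of 21 seed storage and oil body genes 18 were listed, and 18 were lower in ndx1-4, with a median log2 fold change of -4.09 in the authors' deposited table. By product name 12 oleosin, cruciferin and seed storage albumin genes were listed, 11 lower and 1 higher, AT1G13930. If seed material in the Col-0 libraries were the source, late embryogenesis abundant genes would be expected higher in Col-0 as well. Of 20 such genes in the list 3 were in the authors' table, and 3 were higher in ndx1-4, among them EM1 (AT3G51810) at 1.64 and 1.55 FPKM in Col-0 and 27.73 and 28.99 FPKM in ndx1-4. By product name 8 late embryogenesis abundant or dehydrin genes were listed, 7 higher and 1 lower, LEA14 (AT1G01470, log2 fold change -0.42 in the authors' deposited table). Seedlings express such genes too and members moved both ways, so seed material is not excluded. A single seed RNA profile present at different shares, as the only source of these transcripts, would give storage genes a common fold change. Over the 13 storage genes with at least 0.5 FPKM in ndx1-4 the SD of the log2 fold change in the authors' deposited table was 1.58, against a replicate SD of 0.23. That argues against such a profile as the only source for those genes. Seedling expression of storage genes was not measured apart from seed, and unequal levels of it would also spread the fold changes. A share of seed RNA is therefore not excluded by this spread. Altered seed gene regulation, a biological difference between the genotypes, stays open and was not tested.

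Genes of several stress responses were lower in ndx1-4. Of 29 genes in the phosphate starvation list the authors had called 26, and 26 were lower. Of 18 in the sulphate starvation list 16 were called and 15 were lower, and of 18 in the heat shock list 11 were called and 11 were lower. That makes 52 of the 53 called genes; the other members are not in the table and were not analysed here. The heat shock count depended on the list. By product name 19 heat shock or HSP20 genes were listed (without DNAJ proteins and transcription factors), 14 lower and 5 higher, the latter HSC70-1, AT5G02480, AT5G47590, AT5G47600 and AT2G03020. AtHsp90.5 (AT2G04030), whose product name differs, was higher too, with a log2 fold change of 0.36 in the authors' deposited table. The starvation families have no common product name and could not be counted this way. Plants of the genotypes may have differed in growth or harvest conditions, and a genotype effect would look alike: with both libraries of a genotype possibly grown together, these cannot be told apart.

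Of 13 floral MADS-box genes 6 were listed, and 6 were higher in ndx1-4. SEP3 (AT1G24260) measured 1.01 and 1.42 FPKM in Col-0 and 21.27 and 24.49 FPKM in ndx1-4, and PI (AT5G20240) 0.91 and 0.59 against 22.49 and 18.15 FPKM. Reproductive tissue in the ndx1-4 libraries could give this, as could expression of these genes in seedlings; the direction of 6 genes picked for the pattern cannot decide. In the FLC clade 3 of 6 genes were listed, and 3 were higher. Other repressors of flowering did not share a direction: in the authors' deposited table SVP (AT2G22540) had a log2 fold change of -0.35, SMZ (AT3G54990) of -0.84, TEM1 (AT1G25560) of -0.45, RAP2.7 (AT2G28550) of -0.42 and ATC (AT2G27550) of -0.99, while SNZ (AT2G39250) had 0.89.

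Calls under 1.5-fold may partly reflect library scaling. An offset as their whole source would put them in 1 direction, and 438 of 1165 were higher against 727 lower, which argues against it. Whether an offset adds to the excess of lower genes was not tested, since a scaling computed on the called genes sets that balance itself.

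AT1G17820 has the largest fold change of the authors' deposited table, with a log2 value of 22.46. It measured 5.87 FPKM in ndx1-4 replicate 1 and was listed at 0 in the other 3 libraries, so the value rests on 1 library, and its limma adjusted p was 0.0968.

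Overlapping listed genes changed in the same direction in 19 of 26 pairs (73.1%), 25 of them on opposite strands. Reads counted for both genes could produce this, but close pairs within 2 kb without overlap did so in 108 of 150 (72%), and Fisher's exact test, two-sided, gave p = 1. With 26 pairs the explanation is not excluded. Pairs in opposite directions included AT3G21780 and AT3G21781, which share 1616 bases, with log2 fold changes of -8.42 and 7.64 in the authors' deposited table. AT5G48480 (0.29) and DIR1 (AT5G48485, -8.01) share 813 bases. The split of reads within such pairs is uncertain, and so is the size of these changes.

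Within 500 kb of NDX 2 other genes changed at least 8-fold, AOP3 (AT4G03050) and AT4G03565. A linked chromosome segment could carry such changes, but 48% of the other listed genes had as many around them, so no excess was detected. AOP3 lies 19617 bp from NDX. A count over 500 kb cannot test an effect limited to genes so near, so a local effect is not excluded. A background difference between the lines was not tested; 22 genes were at 0 in both Col-0 libraries and at least 1 FPKM in both ndx1-4 libraries, and 12 showed the reverse.

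Compared with the inflorescence values quoted above, 864 higher and 1120 lower genes were listed here. Those are higher than the values quoted from the study above. There were 21 lower elements here and 7 lower genes overlapping elements. Those are also higher than the values quoted from the study above. The 28 higher elements here are fewer than the value quoted from the study above. The 8 higher genes overlapping elements are close to the value quoted from the study above. The inflorescence libraries had longer reads and were run on another instrument. Counts past a threshold also depend on read depth, which is unknown here, and on replicate spread. These counts therefore do not rank the effect of NDX between tissues.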
